# Data on microRNA expression, predicted gene targets and pathway analysis in response to different concentrations of a cranberry proanthocyanidin-rich extract and its metabolite 3-(4-hydroxyphenyl)-propionic acid in intestinal Caco-2BBe1 cells

**DOI:** 10.1016/j.dib.2024.110238

**Published:** 2024-03-06

**Authors:** Zoe Dimoff, Zoe Lofft, Fred Liang, Siying Chen, Paraskevi Massara, Diana Wu, Inke Paetau-Robinson, Christina Khoo, Amel Taibi, Elena M. Comelli

**Keywords:** Cranberry proanthocyanidin, 3-(4-hydroxyphenyl)-propionic acid, microRNA, Intestine, Caco-2BBe1 cells

## Abstract

Cranberry-derived proanthocyanidin (PAC) is processed by the gut microbiota to produce 3-(4-hydroxyphenyl)-propionic acid (HPPA), among other metabolites. These data are in support of the article entitled, “Cranberry proanthocyanidin and its microbial metabolite 3,4-dihydroxyphenylacetic acid, but not 3-(4-hydroxyphenyl)-propionic acid, partially reverse pro-inflammatory microRNA responses in human intestinal epithelial cells,” published in Molecular Nutrition and Food Research [1]. Here we describe data generated by nCounter^Ⓡ^ Human v3 miRNA Expression Panel of RNA obtained from Caco-2BBe1 cells exposed to two different concentrations of cranberry extract rich in PAC (50 µg/ml or 100 µg/ml) or 3-(4-hydroxyphenyl)-propionic acid (5 µg/ml or 10 µg/ml) for 24 h, then stimulated with 1 ng/ml of IL-1ß or not (mock) for three hours. The raw data are publicly available at the NCBI GEO database GSE237078. This work also includes descriptive methodological procedures, treatment-responsive microRNA (miRNA) expression profiles in Caco-2BBe1 cells, and *in silico* mRNA gene target and pathway enrichment analyses of significantly differentially expressed miRNAs (*q* < 0.001). Cranberry and its components have recognized health benefits, particularly in relation to combatting inflammation and pathogenic bacterial adhesion. These data will be valuable as a reference to study the response of intestinal cells to other polyphenol-rich food sources, analyze gut microbial responses to cranberry and its metabolites in different cell lines and mammalian hosts to elucidate individualized effects, and to delineate the role of the gut microbiota in facilitating the benefits of cranberry. Moreover, these data will aid in expanding our knowledge on the mechanisms underlying the benefits of cranberry and its components.

Specifications Table

**Table:** 

Subject	Genetics, Epigenetics
Specific subject area	Nutrition, MicroRNA, intestinal homeostasis
Type of data	Table Figure Reporter Code Count (RCC) files corresponding to the raw miRNA data collected using the Nanostring digital analyzer Txt files extracted from the RCC files using the Nanostring nSolver software.
How data were acquired	Expression profiling of 799 miRNA using nCounter^Ⓡ^ Human v3 miRNA Expression Panel (Nanostring Technologies, Seattle, WA, USA; miRBase built version 21 at Princess Margaret Genomic Centre, Toronto, ON, Canada.
Data format	Raw Analyzed Filtered
Description of data collection	Total RNA was extracted from the cell pellets from the 10 treatment groups. MicroRNA profiling was performed using the nCounter^Ⓡ^ Human v3 miRNA Expression Panel. Data processing was performed using the R package NanoStringNorm and statistical analyses were performed using the R package NanoStringDiff. *In silico* gene target predictions were determined using mirDIP and pathway enrichment analyses were performed using pathDIP.
Data source location	Institution: University of Toronto City/Town/Region: Toronto/Ontario Country: Canada Latitude and longitude (and GPS coordinates, if possible) for collected samples/data: 43.6629° N, 79.3957° W
Data accessibility	Both the raw and processed miRNA data were deposited in a public repository under the accession number GSE237078. Repository name: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database Data identification number: GSE237078 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237078
Related research article	Lofft Z, Taibi A, Massara P, Tokar T, Paetau‐Robinson I, Khoo C, et al. Cranberry Proanthocyanidin and Its Microbial Metabolite 3,4‐Dihydroxyphenylacetic Acid, but Not 3‐(4‐Hydroxyphenyl)‐Propionic Acid, Partially Reverse Pro‐Inflammatory microRNA Responses in Human Intestinal Epithelial Cells. Molecular Nutrition Food Res 2022;66:2100853. 10.1002/mnfr.202100853.

## 1 Value of the Data

• These data provide the first profile of the intestinal miRNA response to different doses of a cranberry proanthocyanidin-enriched extract and a proanthocyanidin gut microbial-derived metabolite, with and without inflammation. This is important because mechanisms underlying effects of cranberry in the intestinal tract are incompletely understood. Understanding miRNA variation may help to decipher host responses in health and disease.
• These data will provide an important reference for scientists studying miRNA-modulatory effects of polyphenol-rich foods or different dietary sources of proanthocyanidin, and to conduct dose-response studies. The data may also help scientists and clinical practitioners in developing new approaches targeting miRNAs to sustain intestinal health.
• These data can be used in multi-omics analyses examining the effects of cranberry PAC and its metabolites on the intestine and to identify miRNA biomarkers that may predict the utility of cranberry-based dietary interventions aimed at maintaining intestinal homeostasis or countering inflammation.

## 2 Data Description

This manuscript provides miRNA expression data obtained from intestinal epithelial Caco-2BBe1 cells exposed to cranberry-proanthocyanidin (PAC)-rich extract (50 µg/ml and 100 µg/ml), HPPA (5 µg/ml and 10 µg/ml), or no-treatment control, in the presence or absence of an inflammatory stimulus (IL-1β), for a total of 8 treatment groups (*n* = 3/group). 

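Caco-2BBe1 is a human colorectal adenocarcinoma line that, grown to confluence, differentiates into a layer of enterocyte-like cells. The cells received PAC (50 or 100 µg/ml), HPPA (5 or 10 µg/ml) or DMEM for 24 h and then IL-1β (1 ng/ml) or mock medium for 3 h, which makes 10 groups of 3 samples, 30 samples in all. The paper calls the 3 samples biological replicates, from 3 repeats in duplicate. The series holds 6 further samples of the same design with DHPAA, which are not part of these comparisons. Samples are grouped as their deposited labels name them. Each sample has a raw barcode count for each miRNA probe of the panel, 5 housekeeping mRNAs, 8 negative, 6 positive and 6 ligation controls and 5 spike-ins. Total miRNA counts per sample were 256029 to 713539, with group medians without IL-1β of 527083 in DMEM, 452413 and 508539 with PAC 50 and 100 µg/ml and 582106 and 594761 with HPPA 5 and 10 µg/ml. With IL-1β they were 404694, 494762, 518265, 460456 and 455338. A miRNA was kept for testing where its count was above the mean plus 2 SD of that sample's negative controls in at least 3 samples, which left 171 miRNAs. The raw counts of these miRNAs were scaled by the trimmed mean of M-values (TMM) and compared with edgeR's quasi-likelihood test in 1 fit of the 30 samples, with Benjamini-Hochberg adjusted p-values. A miRNA was called changed at an adjusted p under 0.05, and the count at 0.001, the threshold of the study, is given beside it. On simulated counts for PAC 100 against 50 µg/ml, the test called 26 of 26 miRNAs changed 2-fold and 28 of 28 changed 4-fold, and 1 of 128 left unchanged. So many changes at once loosen the Benjamini-Hochberg cutoff, so this does not show that a few 2-fold changes would be called. Between HPPA doses without IL-1β, miR-548aa+miR-548t-3p at a log2 fold change of -1.02 was not called (edgeR adjusted p = 0.215). The test, the filter, the miRNA lists and all alternative settings but 5 were fixed before the data were examined. Errors are the SD of 3 samples and are wider than counting error alone, since replicates of a group differed by 11.7 to 378 times the variance that counting gives.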

The data were obtained using the nCounter^Ⓡ^ Human v3 miRNA Expression Panel (NanoString Technologies, Seattle, WA, USA) (799 miRNAs, miRBase built version 21) as described in the supporting manuscript [1] and below. The raw miRNA data were deposited at the NCBI Gene Expression Omnibus (GEO) database under the data ID: GSE237078. This dataset provides the matrices of the normalized log2 transformed expression counts of the 799 miRNAs expressed in the Caco-2BBe1 cells in response to each treatment group (PAC, HPPA) stimulated with interleukin (IL)-1ß or not for 36 samples. These matrices can be used for further downstream analyses. 

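The most abundant miRNA was miR-194-5p, an intestinal epithelial miRNA, with 19.6% ± 1.35 (SD, n = 30 samples) of all miRNA counts, and the 10 most abundant miRNAs held 55.0% ± 2.22. All 10 miRNAs listed as intestinal epithelial were kept, among them miR-141-3p of the miR-200 family with a mean raw count of 17149. Of 4 kept pluripotent stem cell miRNAs of the 8 on the panel, miR-372-3p had the highest mean, 5029. Markers of other cell types were lower, with a mean of 1791 for miR-122-5p (liver, 1 kept of 1), 1146 for miR-126-3p (mesenchymal and endothelial cells, 3 kept of 7), 893 for miR-150-5p (blood cells, 1 kept of 7), 521.9 for miR-128-3p (neurons, 2 kept of 6) and 291 for miR-1-3p (muscle, 1 kept of 7). None of the kept blood, muscle, liver, mesenchymal or let-7 miRNAs was called in any of the 17 comparisons among the 10 groups by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Adjusted over the list alone, miR-150-5p was called in 2 of these comparisons and 1 mesenchymal miRNA in 1. Of the 11592 values in the deposited matrix of normalized log2 values 2509 are 0, and 98.9% of the values are 0 or above 0 as a background equal to the mean of the 8 negative controls predicts. Back on the count scale, each sample's values correlate with its background-subtracted counts at 0.999997 or more. More miRNAs lay above background in the 12 PAC samples, 165 ± 22.5, than in the 18 others, 124 ± 18.4 (two-sided permutation test, adjusted p = 2.5e-05 over 5 measures of assay quality, from the smallest p that the permutations can give). These permutations moved single samples, so their p-values treat the replicates of a group as independent. The mean of the negative controls was lower in the PAC samples, 32.4 ± 7.59 against 50.8 ± 10.6 (adjusted p = 2.5e-05), as was the positive-control factor, 0.923 ± 0.136 against 1.03 ± 0.124 (adjusted p = 0.0416, and 0.115 against DMEM alone). Total counts (adjusted p = 0.83) and the housekeeping factor (adjusted p = 0.165) did not pass the same permutation test. Negative control NEG_C carried most of that background, at 168 ± 51.6 in PAC and 299.8 ± 70.2 in the other samples, and without it 365 ± 37.5 and 345 ± 42.4 miRNAs were above background (permutation p = 0.19).

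**Figure D1:**
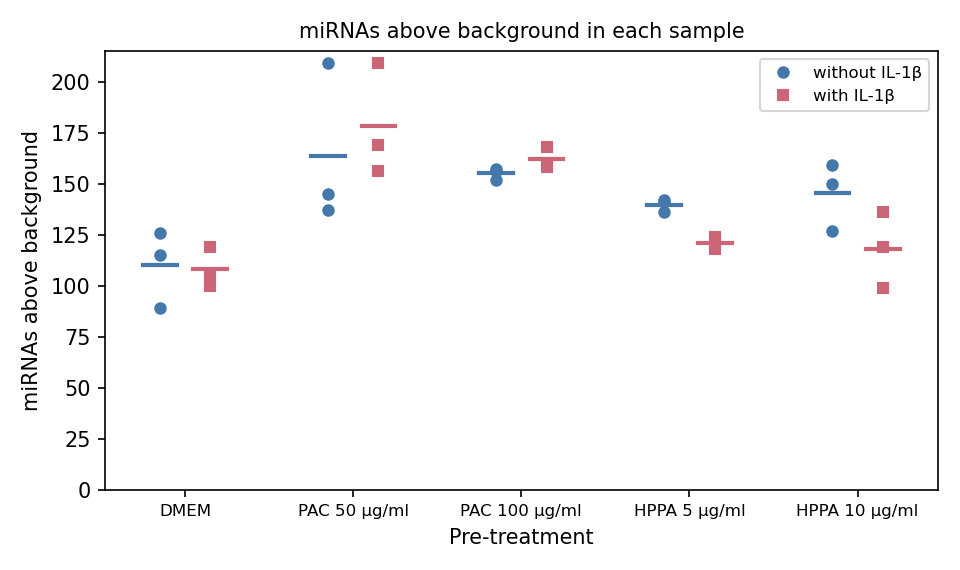
Number of miRNAs above background (mean plus 2 SD of the negative controls) in each of the 30 samples, by pre-treatment, with circles without IL-1β, squares with IL-1β and bars for the means of 3 samples.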

Additional data have been compiled in three tables, described below.

Supplementary Table 1 lists the miRNAs found to be differentially expressed in response to each treatment (PAC, 50 µg/ml; HPPA, 5 µg/ml) vs control, in response to different concentrations of the same treatment (PAC, 50 µg/ml and 100 µg/ml; HPPA, 5 µg/ml and 10 µg/ml) and in response to IL-1β. 

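Without IL-1β, miR-2116-5p, miR-570-3p and miR-302d-3p, the last from the miR-302 cluster of pluripotent stem cells, were higher in samples labelled PAC, at either dose, than in DMEM. Compound and dose are those of the deposited labels. In the 10 sheets of Supplementary Table 1 that were available, 8 of the 9 group names match a labelled group of another name best. DMEM without IL-1β matches its own, and for some of the others no value excludes either name. Normalized counts of miR-2116-5p were 193 ± 37.0 (SD, n = 3) with PAC 50 µg/ml, 147 ± 34.9 with PAC 100 µg/ml and 52.2 ± 7.82 in DMEM. In DMEM the negative controls averaged 65.1 (17.7 without NEG_C) and the background cut of the filter averaged 334. miR-2116-5p, miR-302d-3p (179) and miR-570-3p (231) lay under that cut there, so their fold changes are not exact. Outside PAC the highest normalized count of miR-2116-5p was 124 and the lowest cut 172, so it passed the filter only through PAC samples. In samples labelled HPPA 5 µg/ml, miR-195-5p, a member of the miR-15/16 family that represses cell cycle genes, was at 268 ± 33.3. It was at 103 ± 13.4 in DMEM, under the background cut there. miR-125a-5p, a relative of lin-4, was lower in all 4 treatments, from 881 ± 38.2 in DMEM to 650.3 ± 57.5 with HPPA 10 µg/ml. The 4 comparisons share the same 3 DMEM samples and are not independent. With IL-1β its count was 802 in DMEM, 660 and 689 with PAC 50 and 100 µg/ml and 804 and 805 with HPPA 5 and 10 µg/ml. The log2 fold change of miR-2116-5p was 1.89 (standard error 0.28, adjusted p = 8.02e-05) at PAC 50 µg/ml and 1.49 (standard error 0.28, adjusted p = 0.00275) at 100 µg/ml, Benjamini-Hochberg adjusted from edgeR's quasi-likelihood test like every p here. miR-570-3p rose by 1.57 (adjusted p = 6.68e-04) and 1.30 (adjusted p = 0.00634) at these doses, and miR-302d-3p by 1.52 (adjusted p = 6.68e-04) and 1.21 (adjusted p = 0.00850). PAC 50 µg/ml also raised miR-1283 of the placental chromosome 19 cluster (1.01, adjusted p = 0.0106), miR-612 (0.95, adjusted p = 0.0351) and miR-644a (1.03, adjusted p = 0.0488), and miR-22-3p fell by 0.23 (adjusted p = 0.0488). In DMEM miR-612 (190) and miR-644a (218) were under the background cut too. After PAC 100 µg/ml miR-29c-3p, which targets collagen mRNAs, fell by 0.33, miR-454-3p by 0.41 (adjusted p = 0.0175 for both) and miR-30b-5p by 0.55 (adjusted p = 0.0410). The change of miR-195-5p at HPPA 5 µg/ml was 1.38 (standard error 0.24, adjusted p = 0.00117), and miR-299-3p of the imprinted chromosome 14 cluster (0.80, adjusted p = 0.00828), miR-548aa+miR-548t-3p (1.26, adjusted p = 0.0345) and miR-484 (0.67, adjusted p = 0.0353) rose as well. miR-548aa+miR-548t-3p (178) and miR-484 (172) were also under the background cut in DMEM, so the sizes of their rises are not exact. miR-125a-5p fell by 0.39 with PAC 50 µg/ml, 0.39 with PAC 100 µg/ml, 0.38 with HPPA 5 µg/ml and 0.44 with HPPA 10 µg/ml (adjusted p = 0.00481, 0.00634, 0.00828 and 0.00421).
In all, 8 of 171 miRNAs changed with PAC 50 µg/ml (6 rose, 2 fell), 7 with PAC 100 µg/ml (3 rose, 4 fell), 5 with HPPA 5 µg/ml (4 rose, 1 fell) and 1 with HPPA 10 µg/ml (fell). At an unadjusted p under 0.05 there were 39, 39, 32 and 17. At 0.001 the counts were 3, 0, 0 and 0 by edgeR's quasi-likelihood test, 5, 4, 3 and 1 by DESeq2 and 3, 2, 0 and 0 by limma on the deposited values. Of the lists fixed beforehand, the pluripotent list had 1 of 4 kept members called with each PAC dose, the chromosome 19 list 1 of 1 with PAC 50 µg/ml, and the miR-548 and chromosome 14 lists 1 of 4 each with HPPA 5 µg/ml (2 of 4 each adjusted over the list alone). The set test camera called no list in these 4 comparisons. The 6 miRNAs raised by PAC 50 µg/ml followed the ligation controls within groups (Pearson's r = 0.90 and Spearman's rho = 0.84 over 30 samples, permutation p = 1e-05 for both, the smallest the permutations can give, adjusted p = 4e-05 over 4 relations, r = 0.83 without the 2 farthest samples). The median r over all kept miRNAs was 0.30. With these controls in the fit miR-612 (0.81, adjusted p = 0.108) and miR-644a (0.91, adjusted p = 0.133) kept 86.0% and 88.8% of their rise but were no longer called by edgeR, and the 4 counts were 5, 6, 3 and 1. In a fit of only the groups compared they were 9, 2, 2 and 0. The replicate numbers correlate in PAC 50 µg/ml and HPPA 10 µg/ml against DMEM, where a block for them gives 10 and 1 miRNAs, and the same block gives 15 (4 rose, 11 fell) with PAC 100 µg/ml. With scaling by positive controls and housekeeping mRNAs the median log2 fold change moved to 0.45, 0.62, 0.13 and -0.30 in the 4 comparisons, with 72, 133, 2 and 0 miRNAs up and 0, 0, 0 and 1 down, and each miRNA that fell with PAC above 0 (miR-125a-5p at 0.09 and 0.27). Without DMEM replicate 1 the counts were 5, 1 and 2 with PAC 50, PAC 100 and HPPA 5 µg/ml, and without DMEM replicate 3 they were 4, 3 and 3. PAC 50 µg/ml gave 13 without DMEM replicate 2 and 4 without PAC replicate 2, PAC 100 µg/ml gave 3 without PAC replicate 1, and HPPA 5 µg/ml gave 2 and 11 without HPPA replicates 1 and 3.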

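In the presence of IL-1β, and with compound and dose as labelled in the deposit, PAC 50 µg/ml raised miR-92a-3p of the miR-17~92 cluster and miR-542-5p relative to DMEM with IL-1β, together with miR-2116-5p, miR-570-3p and miR-302d-3p. HPPA at both doses raised miR-20a-5p+miR-20b-5p, from the miR-17~92 cluster and a paralog of it, and lowered miR-4286. HPPA 5 µg/ml also raised miR-21-5p to 18678 ± 1065 (SD, n = 3) from 15481 ± 537 in DMEM, and lowered miR-27a-3p to 164 ± 10.2 from 333 ± 82.6. No miRNA was called with PAC 100 µg/ml or between the doses of either compound in this state. In a check set up after the results were seen, another split of the same 6 samples called 10 miRNAs for PAC 50 µg/ml and 9 for HPPA 10 µg/ml. The real splits called 7 and 3, so the number of calls does not set these 2 comparisons apart from other splits. With PAC 50 µg/ml the log2 fold changes were 1.27 for miR-2116-5p, 1.12 for miR-542-5p and -0.39 for miR-29c-3p, with standard errors of 0.27, 0.24 and 0.08 (adjusted p = 0.00632 for each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for every p here). In DMEM with IL-1β, miR-2116-5p (78.3), miR-542-5p (130) and miR-302d-3p (237) were under the mean background cut of 277. The size of their rise is therefore not exact. They were 1.17 for miR-570-3p (adjusted p = 0.0148), 0.76 for miR-92a-3p (adjusted p = 0.0181), 0.96 for miR-302d-3p (adjusted p = 0.0462) and -1.70 for miR-4454+miR-7975 (adjusted p = 0.0181). The last rests on DMEM with IL-1β replicate 3, without which its change was -0.42. miR-20a-5p+miR-20b-5p rose by 0.39 (standard error 0.08, adjusted p = 0.0146) with HPPA 5 µg/ml and by 0.34 (standard error 0.08, adjusted p = 0.0267) with HPPA 10 µg/ml. miR-4286 fell by 0.62 and 0.66 (adjusted p = 0.0154 and 0.0264), and miR-22-3p rose by 0.26 and 0.28 (adjusted p = 0.0217 and 0.0264). With HPPA 5 µg/ml, miR-27a-3p fell by 1.01, miR-193a-3p by 0.85 (adjusted p = 0.0146 for both), miR-570-3p by 1.11 and miR-548q by 1.26 (adjusted p = 0.0257 for both), and miR-200b-3p of the epithelial miR-200 family rose by 0.36 (adjusted p = 0.0469). With HPPA 5 µg/ml, miR-4286 (206), miR-27a-3p (164), miR-570-3p (156) and miR-548q (121) were under the background cut there, 242.
The counts of changed miRNAs were 7 of 171 with PAC 50 µg/ml (5 rose, 2 fell), 0 with PAC 100 µg/ml, 28 with HPPA 5 µg/ml (8 rose, 20 fell) and 3 with HPPA 10 µg/ml (2 rose, 1 fell). An unadjusted p under 0.05 was reached by 31, 13, 63 and 40. At 0.001 all 4 counts were 0 by edgeR, 3, 1, 2 and 1 by DESeq2 and 2, 0, 0 and 0 by limma on the deposited values. With PAC 100 µg/ml the count at 0.05 was 1 by DESeq2 and 8 by limma on the deposited values, and the smallest p was that of miR-29c-3p (-0.34, adjusted p = 0.0974). Between PAC doses edgeR called 0 (16 at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma, 2 without PAC 50 µg/ml replicate 3), with miR-542-5p at -0.91 (adjusted p = 0.130). Between HPPA doses it called 0 (4 at an unadjusted p under 0.05, 0 by DESeq2, 1 by limma). Of the lists, HPPA 5 µg/ml had 1 of 8 kept members up and 1 down among IL-1β and NF-κB responsive miRNAs (4 changed when adjusted over the list alone), 1 up and 1 down of 9 in the miR-17~92 clusters, 2 of 4 down in the miR-548 family, 1 of 4 down in the chromosome 14 cluster, 1 up and 2 down of 8 among oxidative stress and hypoxia miRNAs and 1 of 10 up among intestinal epithelial miRNAs, with no list called by camera. With positive-control and housekeeping scaling the median log2 fold change against DMEM was 0.86, 1.09, 0.75 and 0.81, with 165, 165, 126 and 132 miRNAs up and 0 down, and miR-29c-3p at 0.48 with PAC 50 µg/ml and miR-4286 at 0.14 and 0.11 with HPPA. With the ligation controls in the fit the counts were 0, 0, 1 and 1, and in a fit of only the groups compared 0, 0, 6 and 0. Without DMEM with IL-1β replicate 3 the counts were 12 with PAC 50 µg/ml and 0 with either HPPA dose, without its replicate 1 they were 4, 1 and 6 with PAC 50 µg/ml, PAC 100 µg/ml and HPPA 10 µg/ml, and without its replicate 2 they were 3, 1 and 9. Without treated replicates 1, 2 and 3 in turn, HPPA 5 µg/ml gave 5, 12 and 1 and HPPA 10 µg/ml gave 23, 13 and 0, and PAC 50 µg/ml gave 4 without replicate 1 and 0 without replicate 2.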

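IL-1β raised miR-146a-5p, an NF-κB-induced miRNA that targets the IL-1 receptor signalling proteins IRAK1 and TRAF6, in every pre-treatment as labelled in the deposit. Its normalized count with IL-1β was 1005 ± 80.6 (SD, n = 3) in DMEM against 392 ± 36.1 without. It was 855 ± 43.0 against 369.9 ± 25.1 with PAC 50 µg/ml and 894 ± 132 against 363 ± 12.2 with PAC 100 µg/ml. With HPPA 5 and 10 µg/ml it was 1237 ± 95.8 against 434 ± 43.0 and 1314 ± 158 against 429 ± 20.4. All 15 samples with IL-1β, from 763 up, lay above all 15 without, up to 483. After HPPA 5 µg/ml, miR-542-5p, miR-195-5p, miR-484 and miR-299-3p were lower with IL-1β than without. With IL-1β, miR-195-5p (97.1) and miR-299-3p (856) lay near DMEM with IL-1β (100 and 908). The falls of these 2 thus rest on the 3 HPPA 5 µg/ml samples without IL-1β, which were high against DMEM. miR-542-5p with IL-1β (134.2) was near DMEM with IL-1β (130) too, and without IL-1β it was at 367 against 223 in DMEM. miR-484 was called higher in the same 3 samples than in DMEM without IL-1β (275 against 172). The falls of miR-542-5p and miR-484 are thus not separate from the level of these 3 samples either. The log2 fold change of miR-146a-5p was 1.36 in DMEM, 1.21 and 1.30 with PAC 50 and 100 µg/ml, and 1.51 and 1.61 with HPPA 5 and 10 µg/ml, each with a standard error of 0.11 (adjusted p = 8.41e-10, 9.35e-09, 2.01e-09, 7.41e-11 and 1.92e-11, Benjamini-Hochberg, edgeR's quasi-likelihood test). With HPPA 5 µg/ml, miR-195-5p went from 268 ± 33.3 to 97.1 ± 8.86 (-1.46, standard error 0.24) and miR-542-5p from 367 ± 50.9 to 134.2 ± 17.2 (-1.45, standard error 0.24), with an adjusted p of 1.93e-04 for both from the same edgeR test. miR-484 fell by 1.02 and miR-299-3p by 0.98 (adjusted p = 3.79e-04 for both), and miR-107, whose family targets Dicer, by 0.37 (adjusted p = 0.00236). With IL-1β, miR-195-5p, miR-542-5p and miR-484 were under the mean background cut of this group, 242. The size of their falls is therefore not exact. miR-20a-5p+miR-20b-5p (0.31, adjusted p = 0.00863), miR-222-3p (0.44, adjusted p = 0.0150), which targets the cell cycle inhibitor p27, and miR-125a-5p (0.25, adjusted p = 0.0345) rose. With HPPA 10 µg/ml, miR-299-3p fell by 0.96 (adjusted p = 0.00146), miR-429 of the miR-200 family by 0.61 and miR-128-3p by 0.36 (adjusted p = 0.0198 for both). With PAC 50 µg/ml, miR-27a-3p was the second miRNA called (0.91, adjusted p = 0.0432), a call lost under 2 other scalings, after background subtraction, on the deposited values and in a fit of only these groups.
Changed miRNAs numbered 1 of 171 in DMEM, 2 and 1 with PAC 50 and 100 µg/ml, 38 with HPPA 5 µg/ml (10 rose, 28 fell) and 10 with HPPA 10 µg/ml (4 rose, 6 fell), and 1, 1, 1, 6 and 1 at 0.001. With HPPA 10 µg/ml another split of the same 6 samples called 12, in a check set up after the results were seen. Among 8 kept IL-1β and NF-κB responsive miRNAs the called ones were miR-146a-5p in each comparison and miR-222-3p with HPPA 5 µg/ml, the same numbers as when adjusted over the list alone. camera called this list with HPPA 5 µg/ml (adjusted p = 0.00949, and 0.0349 with an estimated correlation), not with PAC 100 µg/ml (adjusted p = 0.0520, and 0.112 with an estimated correlation) or in the other 3 (adjusted p = 0.136 to 0.616). The miR-548 family fell with HPPA 5 µg/ml in 3 of 4 kept members (camera adjusted p = 0.0432, but adjusted p = 0.501 with an estimated correlation). Of other lists in that comparison, 2 of 4 chromosome 14 miRNAs, 1 of 10 intestinal epithelial and 1 of 2 neuronal miRNAs fell, the miR-17~92 clusters had 1 up and 1 down of 9, and oxidative stress and hypoxia miRNAs 1 up and 2 down of 8. With HPPA 5 µg/ml the ligation controls had a geometric mean of 13181 without IL-1β and 9684 with it, and with these controls in the fit the count was 9, and 2 with HPPA 10 µg/ml. A fit of only the groups compared gave 18 and 2. The replicate numbers correlate with PAC 50 and HPPA 10 µg/ml, where a block for them gives 2 and 17 (9 rose, 8 fell). With positive-control and housekeeping scaling the median log2 fold change was -0.40 in DMEM, -0.02 and 0.09 with PAC and 0.24 and 0.71 with HPPA, and 61 miRNAs fell in DMEM, 20 rose and 12 fell with HPPA 5 µg/ml and all but 37 rose with HPPA 10 µg/ml. With HPPA 5 µg/ml the count was 15 without IL-1β replicate 1 and 9 without mock replicate 1. With HPPA 10 µg/ml it was 28 without IL-1β replicate 1 and 2 without IL-1β replicate 3 or mock replicate 1 or 2. With PAC 50 µg/ml it was 5 without IL-1β replicate 3 and 1 without any other sample of the comparison.

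**Figure D2:**
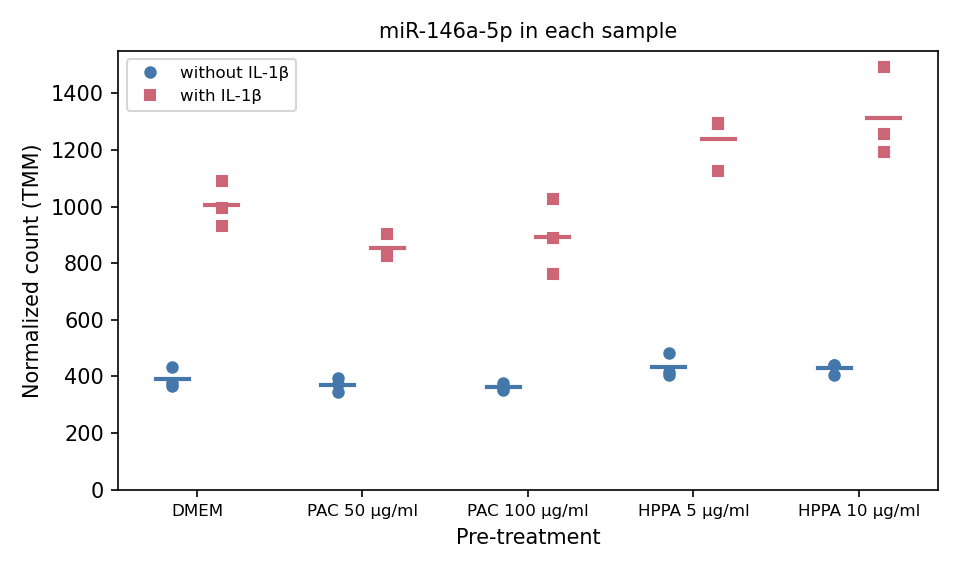
Normalized counts of miR-146a-5p (vertical axis, from 0) in each of the 30 samples, by pre-treatment, with circles without IL-1β, squares with IL-1β and bars for the means of 3 samples.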

Every comparison is presented in a separate tab. Supplementary Table 2 lists the putative gene targets of miRNAs that are listed in Supplementary Table 1. For clarity, each of the 15 tabs of Supplementary Table 2 aligns with the corresponding treatment group comparisons in Supplementary Table 1. Supplementary Table 3 lists the significantly enriched target pathways of the putative gene targets (*q <* 0.05) identified in supplementary Table 2. Each of the 15 tabs of Supplementary Table 3 aligns with the corresponding treatment group comparisons in Supplementary Table 1 and 2.

Fig. 1 visualizes the study design and data generation plan. Fig. 2 is a heatmap created using correlation distances to show the unsupervised hierarchical clustering of the significantly differentially expressed miRNAs (*q <* 0.001) among treatments and concentrations listed in Supplementary Table 1. 

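The PAC samples were nearer to each other than to the other samples in their miRNA profiles, but they did not form a branch of their own. Control probes differed between PAC and other samples as well, with NEG_C at 168 and 299.8 and the ligation controls at 13880 and 11665. An assay difference between the groups thus cannot be told apart from the PAC pre-treatment. Over the 171 kept miRNAs the mean correlation distance was 0.0218 between PAC and other samples, 0.0120 within the 12 PAC samples and 0.0177 within the 18 others. The distance between minus the distance within was 0.00692 (two-sided permutation test within IL-1β state, p = 5.0e-05). The permutations moved single samples, not whole groups of 3, so every p here treats the replicates of a group as independent. It was 0.00391 with no filter and 0.0216 on the deposited normalized values and, in settings chosen after the results were seen, 0.00501 with a filter from 7 negative controls and 0.0144 on deposited values rebuilt with NEG_C at its mean (permutation p = 1e-05 each, the smallest these permutations can give). Divided into 2 branches, the tree of TMM-normalized counts held 11 PAC and 17 other samples in the first and 1 PAC and 1 other sample in the second. The tree of the deposited values held all 12 PAC samples with the 3 of HPPA 5 µg/ml, 2 of HPPA 10 µg/ml and 1 of DMEM, all without IL-1β, in the first branch and 12 other samples, 9 of them with IL-1β, in the second.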

Fig. 3 visualizes the miRNA-gene target-pathway network for the significantly differentially expressed (*q <* 0.001) miRNAs identified in the treatment group comparison PAC 50 µg/ml vs PAC 100 µg/ml (no IL-1β) from Supplementary Table 1. 

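No miRNA was called between the samples labelled PAC 100 and 50 µg/ml without IL-1β. The comparison rests on the deposited labels for pre-treatment and dose. The fold changes of its sheet in Supplementary Table 1 correlate at -0.174 with these groups and best, at 0.986, with another labelled pair. miR-2116-5p, the miRNA with the largest measured rise over the control, in which it was not above background, differed between 100 and 50 µg/ml by a log2 fold change of -0.40 (approximate 95% interval -0.90 to 0.10). miR-195-5p, a repressor of cell cycle genes, differed by -0.05 (interval -0.55 to 0.44) and miR-542-5p by -0.10 (interval -0.57 to 0.37). Of the 171 miRNAs tested by edgeR's quasi-likelihood test, 0 passed a Benjamini-Hochberg adjusted p of 0.05 and 1 had an unadjusted p under 0.05, miR-128-3p at -0.20 (standard error 0.09, adjusted p = 0.996). DESeq2, limma on the deposited values and the likelihood-ratio test also called 0. Of the 36 miRNAs drawn in Fig. 3, 9 were kept by the filter, and in a fit without the filter 18 were higher at 100 µg/ml. Their log2 fold changes ran from -0.40 to 0.60 with a median of -0.01, and the smallest unadjusted p was 0.0979. No list had a called member, and camera called none. With scaling by positive controls and housekeeping mRNAs the median log2 fold change moved to 0.15 and the count stayed at 0.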

Fig. 4 visualizes the miRNA-gene target-pathway network for the significantly differentially expressed (*q <* 0.001) miRNAs identified in the treatment group comparison HPPA 5 µg/ml vs HPPA 10 µg/ml (no IL-1β) from Supplementary Table 1.

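miR-146a-5p, the feedback inhibitor of IL-1 receptor signalling drawn in Fig. 4, was not called between the samples labelled HPPA 10 and 5 µg/ml without IL-1β. The labels are the deposited ones. The fold changes of this comparison's sheet in Supplementary Table 1 correlate at 0.131 with these groups and best, at 0.998, with another labelled pair. Its log2 fold change at 10 against 5 µg/ml was -0.02 (standard error 0.11, approximate 95% interval -0.23 to 0.20, adjusted p = 0.972 by edgeR's quasi-likelihood test). miR-363-3p, of a paralog of the miR-17~92 cluster and also drawn there, lay too near background to be kept by the filter. In a fit without the filter its normalized count was 48.9 ± 13.97 (SD, n = 3) at 10 µg/ml and 56.4 ± 3.17 at 5 µg/ml, a change of -0.21 (standard error 0.26, interval -0.72 to 0.29, adjusted p = 0.847 by edgeR). Its level followed negative control NEG_C within groups (Pearson's r = 0.81 and Spearman's rho = 0.89 over 30 samples, permutation p = 5e-05 and 3e-05, adjusted p = 1e-04 over 4 relations, r = 0.86 without the 2 samples farthest in NEG_C). The smallest p-values belonged to miR-888-5p (-0.99), miR-548aa+miR-548t-3p (-1.02), miR-542-5p (-0.72), miR-195-5p (-0.72) and miR-191-5p (0.26), with a Benjamini-Hochberg adjusted p of 0.215 each from edgeR. Of 171 miRNAs 0 passed 0.05, 16 had an unadjusted p under 0.05, and DESeq2, limma on the deposited values and the likelihood-ratio test called 0. The miR-548 family had 0 of 4 kept members called, 1 when adjusted over the list alone (camera adjusted p = 0.175), and the other lists had 0. The replicate numbers correlate here, and with a block for them the count was 0. With scaling by positive controls and housekeeping mRNAs the median log2 fold change moved to -0.43, and 65 miRNAs fell and 0 rose.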

**Fig. 1:**
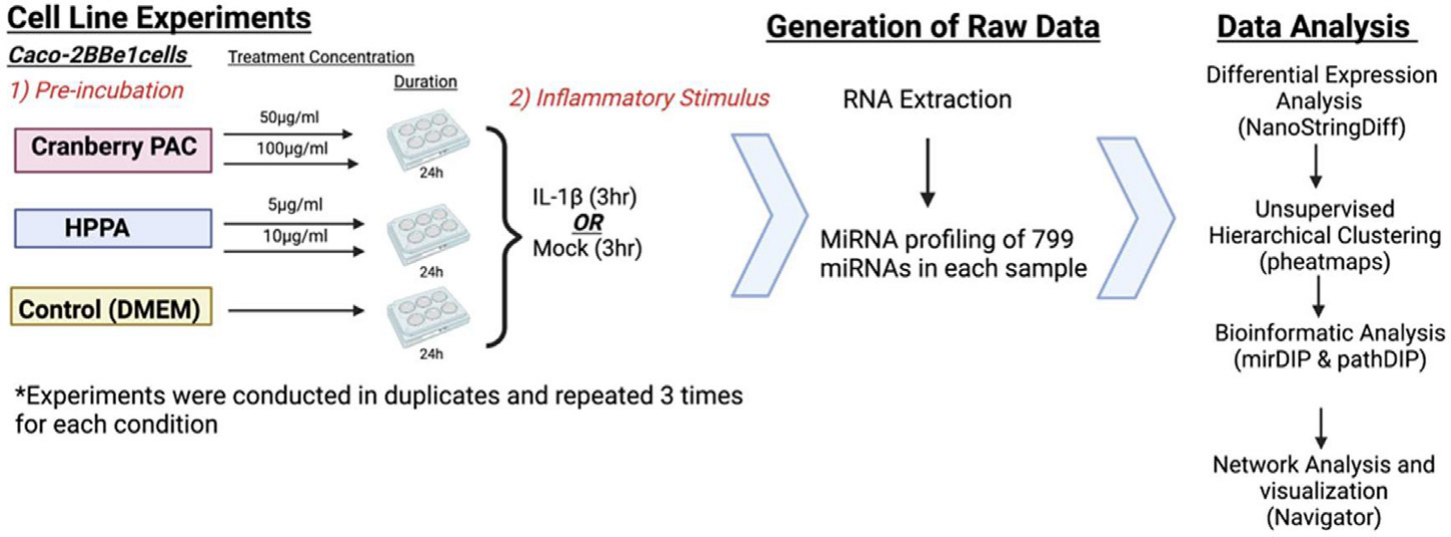
Experimental and analytical study design. Caco-2BBe1 cells were treated with two doses of PAC (50 µg/ml, 100 µg/ml), HPPA (5 µg/ml, 10 µg/ml), or with Dulbecco's Modified Eagle Medium (control) for 24 h, followed by IL-1β (1 ng/ml) to generate an inflammatory environment for three hours. Cells were then collected and used for total RNA extraction, and miRNA profiling. Details for the bioinformatics tools utilized are provided in the text. Image Created with BioRender.com.

**Fig. 2:**
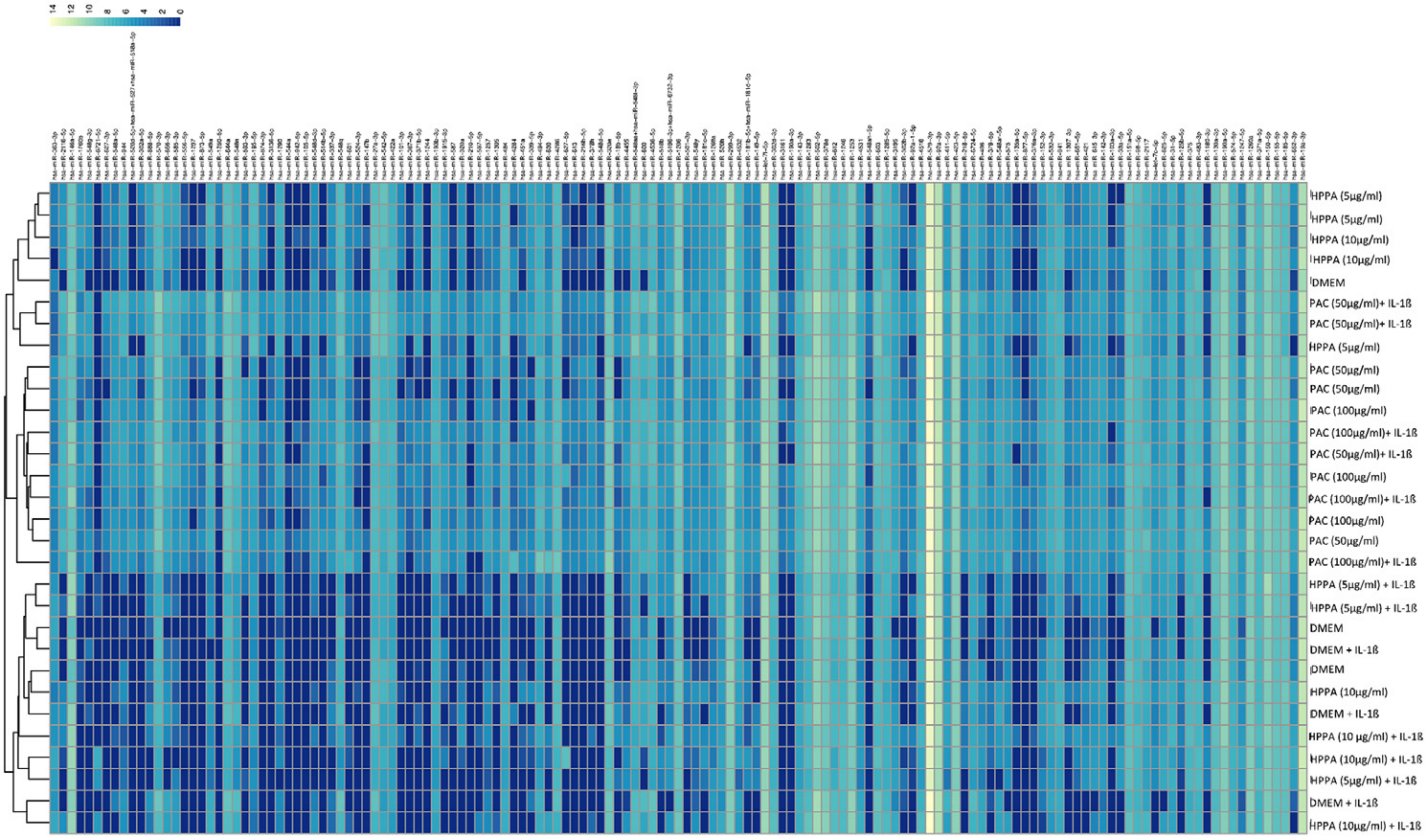
Heatmap of miRNAs affected by PAC and HPPA in both the inflammatory and non-inflammatory state. Hierarchical clustering analysis-based on the expression profiles of the significantly differentially expressed (*q <* 0.001) miRNAs in response to PAC, HPPA, DMEM at increasing concentrations in both the inflammatory (IL-1ß) and non-inflammatory state (*q <* 0.001), *n* = 3/group. Each row represents treatment conditions, each column represents miRNA expression. Colours represent expression levels: yellow, higher expression; blue, lower expression. N = 3/group.

**Fig. 3:**
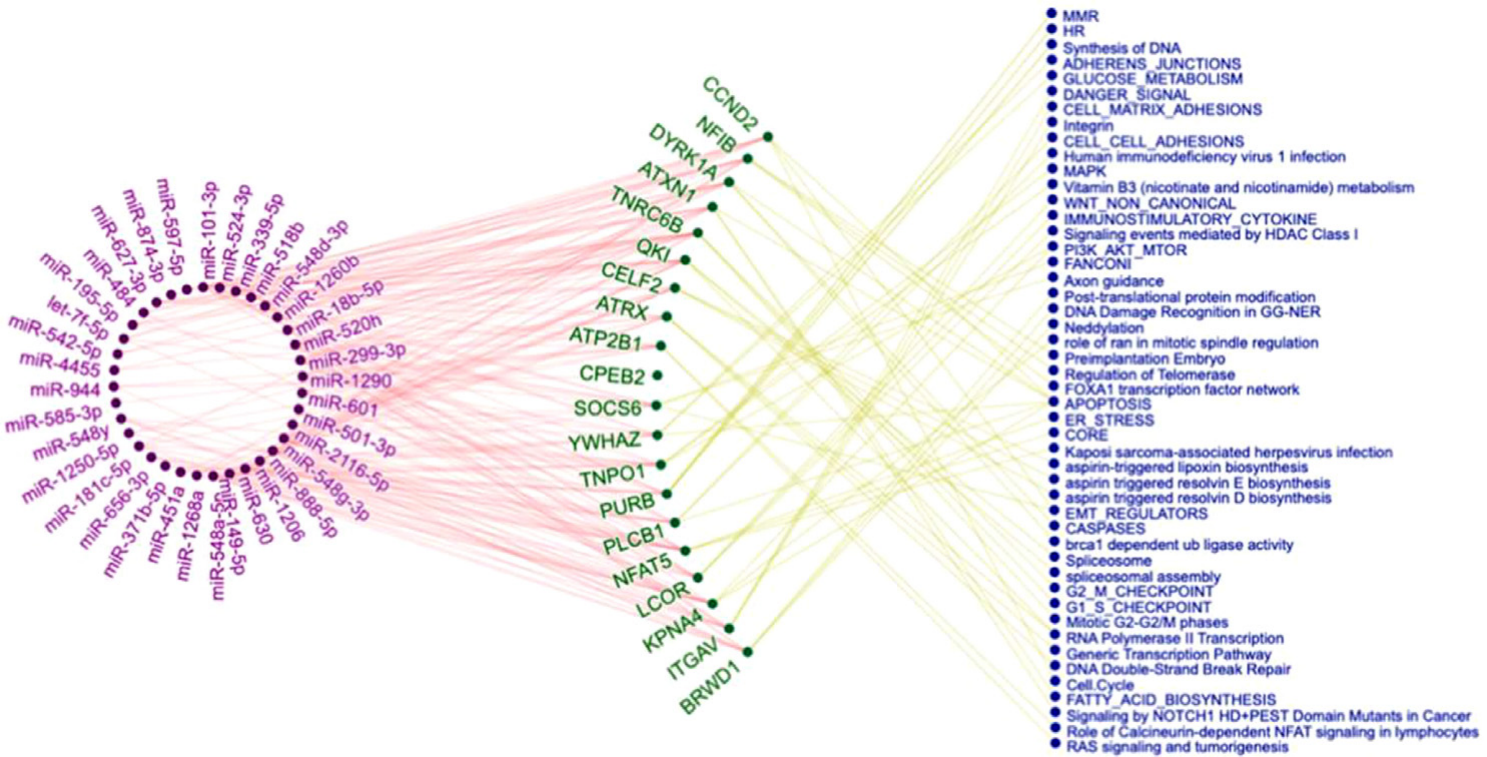
Network of PAC-responsive miRNA-gene target-pathway. The genes shown are the predicted (mirDIP) gene targets of miRNAs differentially expressed (*q <* 0.001) in response to increasing PAC concentration (50 µg/ml vs 100 µg/ml) in the non-inflammatory state. For readability, only genes targeted by 8 or more miRNAs, and their top 3 enriched pathways are shown. The full lists of gene targets and pathways are provided in Supplementary Tables 2 and 3. MiRNAs are depicted in purple, putative gene targets in green and pathways in blue.

**Fig. 4:**
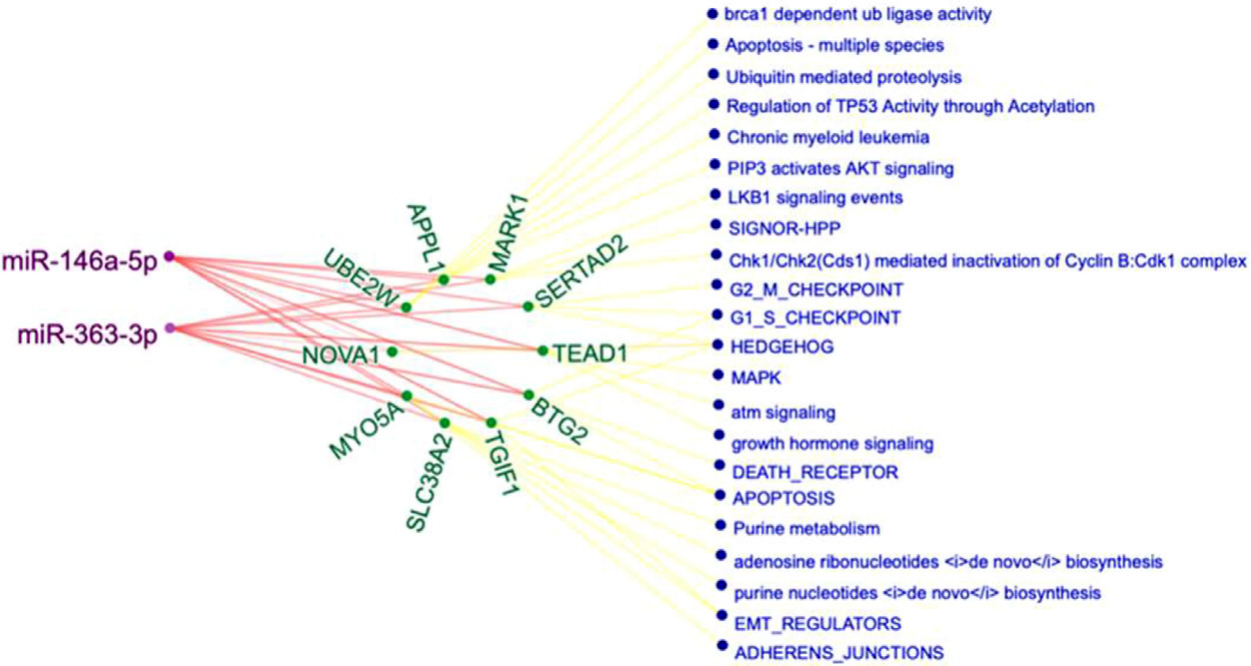
Network of HPPA-responsive miRNA-gene target-pathway. The genes shown are the predicted (mirDIP) gene targets of differentially expressed (*q <* 0.001) miRNAs in response to increasing HPPA concentrations (5 µg/ml vs 10 µg/ml) in the non-inflammatory state. For readability, only genes targeted by 2 or more miRNAs, and their top 3 target pathways were included. The full lists of gene targets and pathways are provided in Supplementary Tables 2 and 3. MiRNAs are depicted in purple, putative gene targets in green and pathways in blue.

## 3 Experimental Design, Materials and Methods

### 3.1 Cell line experiments

The procedures used for cell culture experiments have been described in detail in the supporting manuscript [1]. In short, fully differentiated Caco-2BBe1 cells (American Type Culture Collection, Manassas, VA, USA) were incubated with two concentrations of PAC (50 µg/ml or 100 µg/ml) (Ocean Spray Inc, Middleborough, MA, USA) or HPPA (5 µg/ml or 10 µg/ml) (Sigma-Aldrich, St. Louis, MO, USA, cat #11569-25MG), or with Dulbecco's Modified Eagle Medium (DMEM, mock; cat. #319-005-CL) for 24 h. The cells were then stimulated with IL-1ß (1 ng/ml) (Cell Signalling Technology, Danvers MA, USA, cat. #8900SF) or not (DMEM, mock) for three hours. Prior to the RNA extraction and miRNA profiling, the pellets were stored at -80 °C [1]. These experiments were performed in duplicate and repeated three times, producing 3 biological replicates for a total of 36 samples.

### 3.2 RNA extraction and miRNA profiling

The total RNA extraction and miRNA profiling procedures are provided in the supported manuscript [1]. To summarize, total RNA was extracted from the Caco-2BBe1 cells using the mirVana ™ miRNA Isolation Kit (Catalog No. AM1561, Ambion, Life Technologies, Waltham, MA, USA). 799 miRNAs were profiled using the nCounter Human v3 miRNA Expression Assay Kit (Catalog No. CSO-MIR3-12, NanoString Technologies, Seattle, WA, USA) (miRBase built version 21) at the Princess Margaret Genomics Centre, Toronto, ON. The processing and statistical analysis of the raw data were performed in R version 3.51 and R version 4.2.1 [2], using the R packages NanostringDiff, NanostringNorm, and Pheatmap [3], [4], [5]. The steps were as follows: The raw data of the 799 profiled miRNAs were loaded into R as a singular csv file. Contrast vectors were created to specify the comparisons made between each treatment group. The comparisons were ran using the r-script provided in the supporting manuscript and the results were saved to a csv file containing the number of differential expressed miRNAs. MiRNAs were considered differentially expressed at a q-value <0.001. Heatmaps were created to cluster and visualize the significantly differentially expressed miRNAs.

### 3.3 In silico gene target and pathway analysis

The putative gene targets of the significantly differentially expressed miRNAs were identified using the miRNA Data Integration Portal (mirDIP) [6]. For each treatment, the corresponding enriched pathways were identified using the Data Integration Portal (pathDIP) [7] and a Benjamini-Hochberg adjusted q-value < 0.05. NAViGaTOR [8] was used to create and visualize the networks linking the differentially expressed miRNAs with their gene targets and enriched pathways.

## CRediT authorship contribution statement

**Zoe Dimoff:** Conceptualization, Methodology, Data curation, Writing – original draft, Visualization, Investigation. **Zoe Lofft:** Conceptualization, Methodology, Data curation, Writing – original draft, Investigation. **Fred Liang:** Methodology, Data curation, Investigation, Writing – review & editing. **Siying Chen:** Methodology, Investigation, Writing – review & editing. **Paraskevi Massara:** Methodology, Writing – review & editing. **Diana Wu:** Methodology, Writing – review & editing. **Inke Paetau-Robinson:** Methodology, Resources, Writing – review & editing. **Christina Khoo:** Methodology, Resources, Writing – review & editing. **Amel Taibi:** Conceptualization, Supervision, Data curation, Writing – review & editing. **Elena M. Comelli:** Conceptualization, Supervision, Writing – review & editing, Project administration, Funding acquisition.

## Data Availability

miRNA expression data (Original data) (NCBI GEO).

## Appendix Supplementary materials

Image, application 1

Image, application 2

Image, application 3

How the deposited data were processed for this re-analysis (not part of the article)

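miRNAs of Caco-2BBe1 cells were counted in 36 samples on the nCounter Human v3 miRNA panel, which counts barcoded probes on ligated miRNAs without amplification, so the total barcode count per sample takes the place of depth. The authors deposited for each sample the raw counts of 798 miRNA probes and of the housekeeping and control probes, with nothing subtracted or scaled, and the submitters' processing notes name R 3.5.1. They also deposited a matrix of log2 values for 322 miRNAs, in which, for 98.9% of the values, counts at or under the mean of the negative controls are 0, and each sample is scaled.

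The raw counts were analysed. The 30 samples of the 10 groups with DMEM, PAC or HPPA went into 1 fit with 1 mean per group, which leaves 20 residual degrees of freedom, and the 4 comparisons with DHPAA into a fit of all 36 samples (174 miRNAs kept). Controls and housekeeping mRNAs were not tested and stayed out of the totals. TMM scaling and the quasi-likelihood test with robust estimation were run in edgeR 4.0.16 under R 4.3.3, with Benjamini-Hochberg adjustment over the miRNAs tested. Normalized counts are counts scaled by the TMM-adjusted totals to their mean, as group mean ± SD of 3 samples. The comparisons were each dose against DMEM and the doses of a compound against each other, in both IL-1β states, IL-1β against mock within each pre-treatment, and the interaction of IL-1β with pre-treatment as an F-test of 4 coefficients. The 14 miRNA lists were tested with camera in limma 3.58.1 on voom weights, where at least 3 members were kept, with a preset correlation of 0.01 and again with an estimated correlation. The miRNAs named are the 10 that rose and the 10 that fell with the smallest adjusted p, the 5 with the smallest p where fewer than 5 passed, the 5 with the smallest q in the study's table and those drawn in Fig. 3 and Fig. 4. The values of 10 of the 17 sheets of Supplementary Table 1, all that the available copy holds, and Figs. 2 to 4 had been seen when this rule was written. Separation of samples, assay quality and correlations with control probes were tested by permutation with 100000 resamples. For separation and assay quality single samples were moved, not whole groups, so replicates of a group were treated as independent.

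The alternatives were no filter, DESeq2 1.42.0, scaling by positive controls and housekeeping mRNAs (factors from their geometric means), scaling by the 100 most abundant miRNAs, subtraction of the mean negative control, edgeR's likelihood-ratio test, limma on the deposited log2 values (168 of the 171 miRNAs are in the matrix), a fit of only the groups compared or of all 36 samples, a block for the replicate number, a threshold of 0.001 and leaving out each sample. NanoStringDiff, which the study used, was not run, so this scaling does not reproduce its normalization. A further 5 were chosen after the data were seen: a filter from 7 negative controls without NEG_C (468 miRNAs kept), the same 7 for the subtraction, the ligation controls as a covariate, and for the separation of samples the 7-control filter and the deposited values rebuilt with NEG_C at its mean. The replicate number was not used as a block in the main test, since in 12 of 17 comparisons the samples of a number did not correlate in all 3 pairs. Target genes, pathways and networks were not analysed, as the deposited data hold no measurement of them.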

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

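The counts over other splits of the samples and the fits with the ligation controls were set up only after the results were seen, while the comparisons, the interaction and the search for samples far from the others were planned.

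The response to IL-1β differed between the 5 pre-treatments for 36 miRNAs at a Benjamini-Hochberg adjusted p under 0.05 by edgeR's quasi-likelihood F-test, 5 of them at 0.001, against 49 by DESeq2, 40 by limma on the deposited values and 45 by the likelihood-ratio test. miR-299-3p, miR-195-5p and miR-542-5p had the smallest adjusted p, 0.000407 each. Compared with the response in DMEM, the log2 response of miR-299-3p was -0.89 and -0.87 (standard error 0.25 each) with HPPA 5 and 10 µg/ml. That of miR-195-5p was -1.42 (standard error 0.35) and of miR-27a-3p -1.53 with HPPA 5 µg/ml, and that of miR-542-5p was 1.63 (standard error 0.34) with PAC 50 µg/ml. With HPPA 5 µg/ml, miR-195-5p and miR-299-3p were already high against DMEM without IL-1β, so these responses and that rise share the same samples. In DMEM, miR-195-5p and miR-542-5p were under the background cut, as was miR-27a-3p with HPPA 5 µg/ml and IL-1β. The sizes of these 3 differences are therefore not exact. Of 100 splits of the samples, the real one included, 1 gave as many as 36, and the highest other count was 11. The splits also break up the effects of pre-treatment itself, which widens the spread. They therefore cannot show that 36 exceeds what arises without an interaction. The count was 3 without replicate 1 of each group, 9 without replicate 2 and 18 without replicate 3, 8 with the ligation controls as a covariate and 133 with positive-control and housekeeping scaling.

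Among the 6 samples of a pre-treatment and dose, 7 values lay far from the others by Dixon's test at 0.05, which was applied to 42 such groups of 6, and chance gives about 1 in 20. With PAC 50 µg/ml, IL-1β replicate 1 had a total miRNA count of 713539 and a housekeeping factor of 1.83. With PAC 100 µg/ml, IL-1β replicate 3 had a negative-control mean of 18.75 and a ligation-control geometric mean of 8676, and mock replicate 2 had a housekeeping factor of 1.23. With DHPAA, IL-1β replicate 3 had a negative-control mean of 35.375 and a housekeeping factor of 1.21. None of these is a DMEM sample, but DMEM with IL-1β replicate 3 stood apart in other measures. It differed from replicates 1 and 2 by 355 and 378 times the counting variance. Of the 30 samples it had the highest share in the 10 most abundant miRNAs (64.3%) and the lowest of miR-194-5p (15.8%). Without it no miRNA was called with either HPPA dose against DMEM with IL-1β.

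The series holds 6 samples with DHPAA at 5 µg/ml that the paper does not report on, and miRNAs in them differed from the other groups. Out of 174 miRNAs, edgeR's quasi-likelihood test called 64 against HPPA 5 µg/ml without IL-1β (34 up, 30 down), 19 against DMEM without IL-1β (10 up, 9 down), 8 against HPPA 5 µg/ml with IL-1β (4 up, 4 down) and 71 against DMEM with IL-1β (32 up, 39 down) at a Benjamini-Hochberg adjusted p under 0.05. At 0.001 these were 4, 1, 0 and 14. Without DHPAA replicate 3 or HPPA 5 µg/ml replicate 1 the first count was 35 or 30. The second was 3 and 9 without DHPAA replicates 1 and 3 and 7 and 8 without DMEM replicates 1 and 3. The third was 0 and 1 without DHPAA replicates 1 and 2 and 1 and 3 without HPPA replicates 2 and 3. The fourth was 47 and 46 without replicate 3 of DHPAA and of DMEM. The ligation controls had a geometric mean of 9173 ± 931 (SD, n = 6) with DHPAA and 11910 in DMEM, and with them in the fit the counts were 23, 10, 8 and 38. With positive-control and housekeeping scaling they were 105 (100 up, 5 down), 122, 23 and 141 (the last 3 all up).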

How the results depend on the processing

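The 5 settings that use 7 negative controls, the ligation controls or NEG_C at its mean were chosen only after the results were seen. Precision is limited by 3 samples a group and, for most miRNAs of the panel, by counts near background. miR-146a-5p kept its rise with IL-1β at an adjusted p under 0.05 in every pre-treatment and setting, and the separation of PAC samples kept its sign at a permutation p under 0.05 in its 6 other settings, at 0.00391 to 0.0216. The positive-control factor of PAC samples differed by -0.119 from DMEM alone, where it no longer passed. The edgeR counts of miRNAs changed at an adjusted p under 0.05 were 8, 7, 5 and 1 for PAC 50, PAC 100, HPPA 5 and HPPA 10 against DMEM in mock and 7, 0, 28 and 3 in IL-1β. They were 1, 2, 1, 38 and 10 for IL-1β against mock in DMEM, PAC 50, PAC 100, HPPA 5 and HPPA 10, 0 in all 4 comparisons of doses, and 64, 19, 8 and 71 for DHPAA. The interaction had 36. The counts that differ from these by more than 1.5 times follow by setting, with doses in µg/ml. The cause was not tested, with exceptions. No filter and the filter from 7 negative controls test more miRNAs. A fit of only the groups compared and leaving out a sample use fewer samples, and 0.001 is a stricter threshold. Positive-control and housekeeping scaling multiplies all miRNAs of a sample by the same factor. Housekeeping over miRNA counts, on a common scale, averaged 11.2 in DMEM with IL-1β. It was 6.86, 5.76, 7.01 and 7.05 with PAC 50, PAC 100, HPPA 5 and HPPA 10 there. In mock it was 8.45 for HPPA 5 and 11.1 for HPPA 10. The many calls with that scaling in these groups thus largely follow a shared shift, not separate changes. Whether housekeeping mRNAs or miRNAs differ was not tested. All changes were up with positive-control and housekeeping scaling unless stated. With no filter, the count was 20 for PAC 50, 23 for PAC 100, 24 for HPPA 5 and 2 for HPPA 10 against DMEM in mock, 36 for PAC 50, 18 for PAC 100, 7 for HPPA 5 and 1 for HPPA 10 against DMEM in IL-1β, 6 for PAC 50 and 78 for HPPA 10 by IL-1β, 4 between doses of PAC in IL-1β, 0 for DHPAA against DMEM in mock and 0 for DHPAA against HPPA in IL-1β, 74 for the interaction. The filter from 7 negative controls gave 20 for PAC 50, 23 for PAC 100 and 17 for HPPA 5 against DMEM in mock, 25 for PAC 50, 12 for PAC 100, 6 for HPPA 5 and 1 for HPPA 10 against DMEM in IL-1β, 31 for HPPA 10 by IL-1β, 2 between doses of PAC in IL-1β, 42 for DHPAA against HPPA in mock, 0 for DHPAA against DMEM in mock and 0 for DHPAA against HPPA in IL-1β, 64 for the interaction. DESeq2 gave 14 for PAC 50 and 12 for HPPA 5 against DMEM in mock, 13 for PAC 50, 1 for PAC 100 and 11 for HPPA 10 against DMEM in IL-1β, 5 for PAC 50 by IL-1β, 1 between doses of PAC in IL-1β, 32 for DHPAA against DMEM in mock and 14 for DHPAA against HPPA in IL-1β. The likelihood-ratio test gave 11 for HPPA 5 against DMEM in mock, 13 for PAC 50, 2 for PAC 100 and 7 for HPPA 10 against DMEM in IL-1β, 4 for PAC 50 by IL-1β, 1 between doses of PAC in IL-1β. limma on the deposited values gave 16 for PAC 50, 21 for PAC 100, 14 for HPPA 5 and 2 for HPPA 10 against DMEM in mock, 19 for PAC 50 and 8 for PAC 100 against DMEM in IL-1β, 1 for PAC 50 and 16 for HPPA 10 by IL-1β, 1 between doses of HPPA in IL-1β, 13 for DHPAA against HPPA in IL-1β. After background subtraction the count was 25 for PAC 50, 17 for PAC 100, 12 for HPPA 5 and 2 for HPPA 10 against DMEM in mock, 21 for PAC 50, 7 for PAC 100 and 1 for HPPA 10 against DMEM in IL-1β, 1 for PAC 50 by IL-1β, 18 for DHPAA against HPPA in IL-1β. Subtracting the mean of 7 negative controls gave 10 for HPPA 5 against DMEM in mock, 11 for PAC 50 and 1 for PAC 100 against DMEM in IL-1β. Scaling by positive controls and housekeeping mRNAs gave 72 for PAC 50, 133 for PAC 100 and 2 for HPPA 5 against DMEM in mock, 165 for PAC 50, 165 for PAC 100, 126 for HPPA 5 and 132 for HPPA 10 against DMEM in IL-1β, 62 (1 up, 61 down) for DMEM, 1 for PAC 50 and 1.3e2 (all but 37 of the 171) for HPPA 10 by IL-1β, 65 (all down) between doses of HPPA in mock, 105 (100 up, 5 down) for DHPAA against HPPA in mock, 122 for DHPAA against DMEM in mock, 23 for DHPAA against HPPA in IL-1β and 141 for DHPAA against DMEM in IL-1β, 133 for the interaction. Scaling by the 100 most abundant miRNAs gave 5 for HPPA 10 against DMEM in IL-1β, 1 for PAC 50 by IL-1β. A fit of only the groups compared gave 2 for PAC 100, 2 for HPPA 5 and 0 for HPPA 10 against DMEM in mock, 0 for PAC 50, 6 for HPPA 5 and 0 for HPPA 10 against DMEM in IL-1β, 1 for PAC 50, 18 for HPPA 5 and 2 for HPPA 10 by IL-1β, 3 for DHPAA against HPPA in IL-1β. The fit of all 36 samples gave 12 for PAC 50 and 6 for HPPA 10 against DMEM in IL-1β. The block for replicate numbers gave 15 for PAC 100 against DMEM in mock, 1 for PAC 100 and 9 for HPPA 10 against DMEM in IL-1β, 17 for HPPA 10 by IL-1β, 39 for DHPAA against DMEM in mock and 19 for DHPAA against HPPA in IL-1β. With the ligation controls as a covariate the count was 5 for PAC 50 and 3 for HPPA 5 against DMEM in mock, 0 for PAC 50, 1 for HPPA 5 and 1 for HPPA 10 against DMEM in IL-1β, 9 for HPPA 5 and 2 for HPPA 10 by IL-1β, 23 for DHPAA against HPPA in mock, 10 for DHPAA against DMEM in mock and 38 for DHPAA against DMEM in IL-1β, 8 for the interaction. At a threshold of 0.001 the count was 3 for PAC 50, 0 for PAC 100, 0 for HPPA 5 and 0 for HPPA 10 against DMEM in mock, 0 for PAC 50, 0 for HPPA 5 and 0 for HPPA 10 against DMEM in IL-1β, 1 for PAC 50, 6 for HPPA 5 and 1 for HPPA 10 by IL-1β, 4 for DHPAA against HPPA in mock, 1 for DHPAA against DMEM in mock, 0 for DHPAA against HPPA in IL-1β and 14 for DHPAA against DMEM in IL-1β, 5 for the interaction.

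Leaving out each sample in turn, the counts were 4 to 13 for PAC 50, 1 to 9 for PAC 100, 2 to 11 for HPPA 5 and 1 each time for HPPA 10 against DMEM in mock, 0 to 12 for PAC 50, 0 to 1 for PAC 100, 0 to 33 for HPPA 5 and 0 to 23 for HPPA 10 against DMEM in IL-1β, 1 each time for DMEM, 1 to 5 for PAC 50, 1 each time for PAC 100, 9 to 50 for HPPA 5 and 2 to 28 for HPPA 10 by IL-1β, 0 each time between doses of PAC in mock, 0 to 2 between doses of PAC in IL-1β, 0 each time between doses of HPPA in mock and 0 each time between doses of HPPA in IL-1β, 30 to 67 for DHPAA against HPPA in mock, 3 to 17 for DHPAA against DMEM in mock, 0 to 12 for DHPAA against HPPA in IL-1β and 46 to 68 for DHPAA against DMEM in IL-1β, 3 to 18 for the interaction without replicate 1, 2 or 3 of every group. Of 4163 alternative values for named miRNAs 41 had the other sign and a call in the main or the alternative setting, 39 of them with positive-control and housekeeping scaling, and others had the other sign with no call in either (13 with that scaling, 22 without 1 sample). The log2 fold changes of the 39 were in PAC 50 against DMEM in mock 0.092 for miR-125a-5p and 0.26 for miR-22-3p, in PAC 100 against DMEM in mock 0.27 for miR-125a-5p, 0.32 for miR-29c-3p, 0.24 for miR-454-3p, 0.11 for miR-30b-5p and 0.54 for miR-146a-5p, in PAC 50 against DMEM in IL-1β 0.48 for miR-29c-3p and 0.64 for miR-146a-5p, in PAC 100 against DMEM in IL-1β 0.80 for miR-29c-3p and 0.97 for miR-146a-5p, in HPPA 5 against DMEM in IL-1β 0.14 for miR-4286, 0.028 for miR-193b-3p, 0.17 for miR-941 and 0.16 for miR-532-3p, in HPPA 10 against DMEM in IL-1β 0.11 for miR-4286, in IL-1β against mock with HPPA 10 0.28 for miR-128-3p, 0.021 for miR-429, 0.28 for miR-186-5p and 0.014 for miR-484, in DHPAA against DMEM in mock 0.29 for miR-362-3p, 0.19 for miR-29b-3p, 0.11 for miR-362-5p, 0.23 for miR-126-3p, 0.28 for let-7a-5p, 0.30 for miR-191-5p, 0.33 for miR-128-3p, 0.36 for miR-186-5p and 0.30 for miR-503-5p, in DHPAA against DMEM in IL-1β 0.42 for miR-186-5p, 0.42 for miR-29b-3p, 0.058 for miR-941, 0.24 for miR-25-3p, 0.27 for miR-362-5p, 0.55 for miR-191-5p, 0.66 for miR-362-3p, 0.16 for miR-197-3p, 0.56 for miR-126-3p and 0.60 for let-7a-5p. With no filter they were in IL-1β against mock with HPPA 10 -0.10 for miR-125a-5p and -0.11 for miR-20a-5p+miR-20b-5p. Of the other values for named miRNAs, leaving out a sample ended a call 277 times and made 14, and the ligation controls ended 65, a fit of only the groups compared 57, no filter 79 and the filter from 7 negative controls 71. Named miRNAs absent from the deposited matrix have no value there.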

Differences from the paper's values

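The settings that use 7 negative controls or the ligation controls and the match with labelled groups were chosen only after the results were seen. Every other alternative was set before the data were examined. Values are set beside the paper's by the groups its sheets name, but the fold changes of each sheet match another pair of labelled groups best (r = 0.977 to 0.998, against -0.69 to 0.73 with the pair named), so the samples on the 2 sides are not shown to be the same.

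Supplementary Table 1 of the paper, in the copy with 10 of 17 comparisons, lists miRNAs at a q under 0.001. Counts are by the groups it names, not those it matches. Without IL-1β the paper has 2 for HPPA 5 µg/ml against DMEM and 1 for HPPA 10 µg/ml, where edgeR gave 0 and 0 at an adjusted p under 0.001. DESeq2 (3 and 1) and the likelihood-ratio test (2 and 1) close both gaps in number and no other alternative does. The paper's calls are miR-363-3p and miR-2116-5p for HPPA 5 µg/ml and miR-146a-5p for HPPA 10 µg/ml. The filter in both tests drops miR-363-3p, and miR-146a-5p was at 0.18 and 0.13 in them, against the paper's 2.24. These 2 sheets also match other labelled pairs best (r = 0.987 and 0.992). The like counts thus do not show the same miRNAs. The paper has 22 for PAC 100 µg/ml against DMEM without IL-1β, against 0 by edgeR, and positive-control and housekeeping scaling (28) alone closes the gap in number. That sheet's r is 0.352 with the groups it names and 0.994 with HPPA 5 µg/ml against DMEM, both without IL-1β. The like count thus does not show that the scaling accounts for the paper's. No alternative closes the others, which are the paper's 2 for HPPA 10 against 5 µg/ml and 41 for PAC 100 against 50 µg/ml without IL-1β, and its 55 for HPPA 5 µg/ml, 39 for HPPA 10 µg/ml and 13 for PAC 50 µg/ml against DMEM with IL-1β, each against 0 by edgeR.

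The log2 fold changes that the paper's table gives for its called miRNAs also differ, again between unlike groups by that match. The 2 sheets with a rise of miR-146a-5p match HPPA 5 µg/ml with IL-1β against DMEM and against HPPA 10 µg/ml, both without (r = 0.992 and 0.998, against 0.0896 and 0.131 with the pairs named). Its normalized counts in these labelled groups were 1237 against 392 and 429. The sheet of PAC 50 µg/ml against DMEM with IL-1β matches PAC 50 µg/ml without IL-1β against HPPA 10 µg/ml with it (r = 0.990). There the counts were 369.9 against 1314. Each of these matched pairs thus sets IL-1β against mock samples, which the named pairs do not. For HPPA 5 µg/ml against DMEM without IL-1β the paper has -3.45 for miR-363-3p and 9.53 for miR-2116-5p, against -0.94 and 0.86. Both miRNAs lay under the mean background cut of these 2 labelled groups (246 and 334), so -0.94 and 0.86 are not exact. For miR-146a-5p the paper has 2.24 with HPPA 10 µg/ml against DMEM and 2.32 for HPPA 10 against 5 µg/ml, both without IL-1β, against 0.13 and -0.016, and -1.85 with PAC 50 µg/ml against DMEM with IL-1β, against -0.24. For miR-363-3p in HPPA 10 against 5 µg/ml the paper has 3.84, against -0.21. For PAC 50 µg/ml against DMEM without IL-1β it has -1.84 for miR-542-5p and -14.43 for miR-1260b, against -0.50 and -0.53. No alternative run brings any of these within the replicate error of the paper's. For miR-363-3p and miR-1260b, which the filter drops, only the fit without it was run. For miR-2116-5p background subtraction gave 8.76 and the deposited values 5.74, but both leave it at about 0 in DMEM, with no size to compare.

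Of the 177 calls in the paper's 10 comparisons (169 up, 8 down), by the groups named and not those matched, 76 have the paper's direction in a fit without the filter, 53 are kept by the filter and 10 are called by edgeR at an adjusted p under 0.05, 3 in the paper's direction and 7 in the other. In 81 of the 177 the mean count of at least 1 group is at or under the mean of its negative controls. The settings that call others of the 177 at an adjusted p under 0.05 are no filter (10 more, with 11 calls in the paper's direction and 7 in the other), positive-control and housekeeping scaling (11 more, with 13 and 1), background subtracted (3), limma on the deposited values (2), DESeq2 (2) and the likelihood-ratio test (1), and, of those chosen after seeing the values, the filter from 7 negative controls (5, with 164 of the 177 still not called) and background from 7 negative controls (1, with 166 not called). They include miR-2116-5p in HPPA 5 µg/ml against DMEM, by all of these but positive-control and housekeeping scaling and without HPPA 5 µg/ml replicate 3, and miR-363-3p there with no filter (-0.94). miR-146a-5p in PAC 50 µg/ml against DMEM with IL-1β is called after background subtraction (-0.36) and, in the other direction, with positive-control and housekeeping scaling (0.64). miR-656-3p in PAC 100 µg/ml against DMEM is called with no filter (0.88), with positive-control and housekeeping scaling, after background subtraction and on the deposited values.

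The table's column of log2 fold changes runs from -2532.66 to 2601.89, and 4721 of its 7980 values are over 10 in size, where the largest log2 value in the deposited matrix is 17.38. Fig. 3 and Fig. 4 of the paper draw miRNAs it calls changed between the doses of PAC and of HPPA without IL-1β. Its table has all 41 of the former higher at 100 µg/ml, where 26 were higher here, as were 18 of the 36 drawn, and 0 passed in either comparison. The sheet's r is -0.174 with these groups and 0.986 with HPPA 5 µg/ml without IL-1β against DMEM with IL-1β.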

Other observations

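The tests of the 3 patterns below, the settings with 7 negative controls or ligation controls and the counts over other splits were chosen only after the results were seen, and the DHPAA comparisons and their lists were planned.

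At the matched dose of 5 µg/ml without IL-1β, DHPAA and HPPA differed in miRNAs. DHPAA is 3,4-dihydroxyphenylacetic acid. miR-21-5p was higher with DHPAA by 0.39 on the log2 scale (standard error 0.08, adjusted p = 0.00103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as were miR-20a-5p+miR-20b-5p (0.53), miR-222-3p (0.50) and the intestinal epithelial miR-200b-3p (0.44) and miR-192-5p (0.41). miR-195-5p (-1.28, standard error 0.23, adjusted p = 3.29e-04 by edgeR), miR-299-3p (-0.97), miR-548n (-1.29) and miR-128-3p (-0.52) were lower. The same HPPA 5 µg/ml samples were high in miR-195-5p and miR-299-3p against DMEM too, so these are not separate results. With DHPAA, miR-195-5p and miR-548n were under the background cut, so the size of these differences is not exact. With IL-1β, let-7a-5p (-0.38, adjusted p = 0.0155 by edgeR) and miR-362-3p (-0.40) were lower and miR-107 (0.31) and miR-24-3p (0.39) higher than with HPPA. With positive-control and housekeeping scaling miR-128-3p, let-7a-5p and miR-362-3p were no longer called. The IL-1β-induced miR-146a-5p was at 0.04 between DHPAA and HPPA in that state (approximate 95% interval -0.16 to 0.25, adjusted p = 0.812 by edgeR).

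Against DMEM, DHPAA raised miR-20a-5p+miR-20b-5p without IL-1β (0.50, adjusted p = 9.84e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with it (0.63), along with miR-21-5p (0.26 and 0.45) and miR-192-5p (0.37 and 0.51). With IL-1β, miR-146a-5p was higher with DHPAA than in DMEM by 0.37 (adjusted p = 0.00809 by edgeR). camera called no list in the 4 DHPAA comparisons (smallest adjusted p = 0.0839).

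The fold changes in Supplementary Table 1 correlate with other pairs of groups than those its sheets name. Over 66 miRNAs with more than 400 counts in every sample and 132 ordered pairs of groups, each of the 10 sheets had its best match with a pair it does not name (Pearson's r = 0.977 to 0.998, next best 0.947 or less), against -0.69 to 0.73 with the pair it names, and each of the 9 groups in the table went with exactly 1 labelled group, 8 of them of another name and 3 of the other IL-1β state. The highest r with a named pair, 0.729, argues against the study's normalization and test as the cause, and the 18 of 18 samples labelled IL-1β with more miR-146a-5p (from 778) than every mock sample (to 494.96) argue against samples labelled with the wrong IL-1β state. The lowest best match, 0.977, is consistent with group names in the table that differ from the sample labels, and for the 3 groups of the other IL-1β state miR-146a-5p goes with the labels. Labelled PAC samples also lie nearer to each other (0.0120) than to the rest (0.0218), but for the other 5 groups no value excludes either name, and no biological explanation was tested.

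More miRNAs lay above background in PAC samples, and of the miRNAs in the deposited matrix 58.3 fewer were at or under background in them than in the others. With counts scaled to one total 91.9% of that difference was left, which argues against depth as the cause. With NEG_C at its mean over the samples 30.3% was left, so this probe could account for most of it. The rest, 17.6 miRNAs (permutation p = 0.0245, with replicates of a group treated as independent), leaves the PAC pre-treatment open for that part, and why NEG_C is lower in PAC samples was not tested.

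The 6 miRNAs raised by PAC 50 µg/ml without IL-1β had a median log2 fold change of 1.27. With the ligation controls in the fit 88.6% was left (1.13), which argues against a difference in ligation as the whole cause. Within groups they correlated with NEG_C at 0.42 (permutation p = 0.0521), and NEG_C was lower in PAC (168) than in DMEM (364), so signal shared with NEG_C runs the other way. The PAC pre-treatment stays open for the 1.13, and the 6 were chosen for their rise.

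Each comparison of 3 with 3 samples allows 10 splits, so the share of splits with as many changed miRNAs as the real one cannot fall under 0.1. In 12 of the 21 comparisons the real split, 1 of 10, alone reached its count, and the highest other count was 0, or 6 for DHPAA against DMEM with IL-1β. As many or more came from other splits for PAC 50 against DMEM with IL-1β (2 of 10, highest other 10), HPPA 10 against DMEM with IL-1β (2 of 10, highest other 9), IL-1β in DMEM (5 of 10, highest other 1) and IL-1β in HPPA 10 (2 of 10, highest other 12). In the 5 comparisons with a real count of 0, which all 10 splits reach, the highest other count was 6 for doses of HPPA without IL-1β and 0 in the rest.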
